# Intricate MIB1-NOTCH-GATA6 Interactions in Cardiac Valvular and Septal Development

**DOI:** 10.3390/jcdd11070223

**Published:** 2024-07-15

**Authors:** Rebeca Piñeiro-Sabarís, Donal MacGrogan, José Luis de la Pompa

**Keywords:** CHD, BAV, VSD, genetic interactions, GATA6, MIB1, NOTCH1

## Abstract

Genome-wide association studies and experimental mouse models implicate the *MIB1* and *GATA6* genes in congenital heart disease (CHD). Their close physical proximity and conserved synteny suggest that these two genes might be involved in analogous cardiac developmental processes. Heterozygous *Gata6* loss-of-function mutations alone or humanized *Mib1* mutations in a NOTCH1-sensitized genetic background cause bicuspid aortic valve (BAV) and a membranous ventricular septal defect (VSD), consistent with MIB1 and NOTCH1 functioning in the same pathway. To determine if MIB1-NOTCH and GATA6 interact in valvular and septal development, we generated compound heterozygote mice carrying different Mib1 *missense* (*Mib1^K735R^* and *Mib1^V943F^*) or *nonsense* (*Mib1^R530X^*) mutations with the *Gata6^STOP/+^* heterozygous null mutation. Combining *Mib1^R530X/+^* or *Mib1^K735R/+^* with *Gata6^STOP/+^* does not affect *Gata6^STOP/+^* single mutant phenotypes. In contrast, combining *Mib1^V943F/+^* with *Gata6^STOP/+^* decreases the incidence of BAV and VSD by 50%, suggesting a suppressive effect of *Mib1^V943F/+^* on *Gata6^STOP/+^*. Transcriptomic and functional analyses revealed that while the EMT pathway term is depleted in the *Gata6^STOP/+^* mutant, introducing the *Mib1^V943F^* variant robustly enriches this term, consistent with the *Mib1^V943F/+^* phenotypic suppression of *Gata6^STOP/+^*. Interestingly, combined *Notch1* and *Gata6* insufficiency led to a nearly fully penetrant VSD but did not affect the BAV phenotype, underscoring the complex functional relationship between MIB1, NOTCH, and GATA6 in valvular and septal development.

## 1. Introduction

Bicuspid aortic valve (BAV) is the most prevalent congenital heart defect, affecting up to 2% of the population, and is characterized by two asymmetrical leaflets instead of the three leaflets found in normal aortic valves [1,2]. BAV individuals often do not show symptoms and are usually diagnosed incidentally unless BAV is linked to significant aortic valve dysfunction, including stenosis and regurgitation [3,4,5,6]. Importantly, BAV disease in younger patients is associated with aortic medial defects that result in a higher prevalence and accelerated rate of aortic dilatation, increasing the risk of lethal dissection or rupture [7,8]. Aortic valve development entails the formation of endocardial cushions, their cellularization through epithelial-to-mesenchymal transition (EMT), and remodeling by mesenchymal compaction. Concomitant alignment and fusion of the endocardial cushion mesenchyme is required to ensure cardiac septation [9,10].

Leaflet orientation in BAV varies relative to the coronary arteries, resulting in different classifications, which depend on the number of raphe [11,12]. In rodents, two main types of BAV have been described, involving the right and left leaflets (R-L) and, more commonly, the right and non-coronary leaflets (R-N) [13]. Mechanistically, RL-BAV may be caused by defective cardiac neural crest cells (CNCCs) patterning of the outflow tract (OFT) [13]. RN-type BAV may result from defective endocardial cushion formation, presumably because of impaired EMT [14].

BAV is inherited in a dominant manner, with incomplete penetrance and variable expressivity [2,15]. Genome-wide association studies have identified chromosomal regions 9q, containing *NOTCH1*, and 18q, harboring *GATA6* and *MIB1*, as linked to BAV [16]. Mouse *Gata6* and *Mib1* genes are closely associated within 300 kb of DNA in a region of conserved synteny with the human locus 18q11.2 region, which is frequently implicated in cardiac abnormalities.

GATA6 is a key transcription factor that plays a crucial role in various developmental processes, including initiating the EMT during mesoderm development and promoting the migration of CNCCs [17,18]. *GATA6* mutations have been reported in a wide spectrum of CHD, including BAV [19,20,21]. *Gata6* haploinsufficiency causes BAV [20,22], whereas deletion in CNCCs causes aortic arch defects, suggesting a requirement in vascular smooth muscle cell differentiation [23,24].

MIB1 is an E3 ubiquitin ligase required for activation of the NOTCH pathway [25]. *NOTCH1* and *MIB1* mutations have been reported in BAV [26,27,28]. *Mib1* inactivation in mice broadly recapitulates NOTCH loss of function cardiac phenotypes, including BAV [14,29,30]. Humanized mouse models for the *Mib1^R530X^ nonsense* or *Mib1^V943F^ missense* mutation [28,31] or the *Mib1^K735R^ missense* mutation [28] develop BAV in a Notch-sensitized background [28,32], indicating that valve morphogenesis is highly MIB1-NOTCH dosage-sensitive.

*GATA6* and *MIB1’s* close physical proximity on chromosome band 18q11 suggests their involvement in shared developmental mechanisms. In this study, we investigated the genetic interactions between *Gata6* and *Mib1* and found a complex functional relationship between GATA6 and MIB1-NOTCH, which provides valuable insights into the genetic determinants of BAV, VSD, and related cardiac anomalies.

## 2. Materials and Methods

### 2.1. Ethics Statement

Animal studies were approved by the CNIC Animal Experimentation Ethics Committee and by the Community of Madrid (Ref. PROEX 155.7/20). All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enforced in Spanish law under Real Decreto 1201/2005.

### 2.2. Mouse Strains

Mouse strains used in this study are as follows: *Gata6^STOP/+^* [22], *Mib1^R530X/+^* [33], *Mib1^V943F/+^* [34], *Mib1^K735R/+^* [35], *Notch1^KO/+^* [36]. Genotyping primers are shown in Table S1.

### 2.3. Tissue Processing for Histological Procedures

For histological procedures, whole embryos or torsos were fixed in 4% paraformaldehyde (PFA, Electron Microscopy Sciences, 50980487, Hatfield, PA, USA) overnight at 4 °C. Paraffin-embedded embryos/torsos were cut into 7 μm sections. Hematoxylin and eosin (H&E) staining was performed according to standard protocols.

### 2.4. Microscopy and Confocal Imaging

Brightfield imaging was performed using an Olympus BX51 Microscope (Tokyo, Japan) and Olympus cellSense software (Version number 1.7). Images were processed in Adobe Photoshop Creative Suite 5.1.

### 2.5. Statistical Analysis

Sample sizes, statistical tests, and *p*-values are specified in the corresponding figure legends and corresponding subsections of Section 2. For comparisons between two groups, a mean ± SD is represented, and an unpaired two-tailed Student’s *t*-test was performed. For experiments comparing two groups of categorical variables, a mean ± SD per group is represented, and a Chi-Square test was performed. Differences were considered statistically significant at a *p*-value < 0.05 (Table S2). Statistical analysis and graphical representation were performed using GraphPad Prism, version 8.

### 2.6. RNA-Seq

RNA was isolated from E11.5 *Mib1^V943F/+^ Gata6^+/STOP^* and control OFT samples. Samples were distributed in three pools of four pairs of OFT per genotype. Tissue was homogenized with a pestle mechanical homogenizer, and RNA was extracted with an Arcturus PicoPure RNA Isolation kit (Thermo Fisher Scientific, Norristown, PA, USA, KIT0214). RNA libraries were prepared using the NEB Next Ultra II Directional RNA Library Prep Kit (Ipswich, MA, USA) and sequenced in a Nextseq 2000 Illumina sequencer (San Diego, CA, USA) using a 60 bp single-end elongation protocol. Sequenced reads were QC and pre-processed using cutadapt v1.18 [37] to remove adapter contaminants. The resulting reads were aligned, and gene expression was quantified using RSEM v1.2.3 [38] over mouse reference GRCm38 with Ensembl genebuild. Differential gene expression was analyzed with the EdgeR R package (v3.32.1 on R 4.0.3) [39]. Genes with 1 count per million (cpm) in at least 3 samples were defined as expressed and retained for later analysis. Counts were normalized by the TMM method. Differential gene expression was tested using a generalized linear model as implemented in the EdgeR package. Genes showing altered expression with an adj. *p*-value < 0.05 were considered differentially expressed. The set of differentially expressed genes was used for functional analysis with Ingenuity Pathway Analysis Software (version 111725566, Qiagen-IPA, Redwood City, CA, USA) [40], where we used a Benjamani–Hochberg adjusted *p*-value < 0.05 for significance. Gene Set Enrichment Analysis (GSEA) was performed with GSEA on the complete set of expressed genes against the Hallmark term database. A NOM *p*-value < 0.1 was used to select for significantly enriched gene sets.

## 3. Results

### 3.1. Allele-Specific Mib1 Interaction with Gata6^STOP/+^

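In the mouse, the genome build GRCm38 places *Mib1* (ENSMUSG00000024294) on chromosome 18 from 10725548 to 10818704, a span of 93157 bp on the plus strand. *Gata6* (ENSMUSG00000005836) lies on the same chromosome and strand from 11052064 to 11085635, a span of 33572 bp. The end of *Mib1* and the start of *Gata6* are 233359 bp apart, and 360088 bp hold both genes. The annotation lists 2 genes wholly between them, both processed pseudogenes (AC140316.2, from 10859680 to 10860433, and AC140316.1, from 10928884 to 10931510), and 0 protein-coding genes.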

*Mib1* and *Gata6* are in close proximity in the chromosome 18q11.2 region (Figure 1A). To determine if *Mib1* and *Gata6* interact genetically in valvular and septal development, we generated compound heterozygote mouse lines by combining in trans three different humanized *Mib1* inactivating alleles (*Mib1^R530X^, Mib1^K735R^, Mib1^V943F^*) [28,31,32] with a *Gata6*-null allele (harboring the Gata6^V291X^ mutation, from now onwards *Gata6^STOP^*) [22].

*Mib1^R530X^* is a *nonsense* mutation that results in premature termination, nonsense-mediated decay [31,41], and haploinsufficiency in humans [31] (Figure 1B). At E16.5, *Mib1^R530X/^*^+^ *Gata6^+/STOP^* double heterozygous mice, in which the *Mib1^R530X^* and *Gata6^STOP^* mutations are in trans configuration, developed an RN-BAV with 50% penetrance (14 of 28) compared to 62% penetrance (23 of 37) for the single *Gata6^STOP/+^* mutant (χ2 = 0.9615, *p* = 0.3268), and 7% (2 of 27) for the *Mib1^R530X/+^* mutant (χ2 = 12.09, *p* = 0.0005) (Figure 1C–E,H). *Mib1^R530X/+^ Gata6^+/STOP^* mutants also had VSD with 36% penetrance (10 of 28), compared to 51% VSD penetrance (19 of 37) for the single *Gata6^STOP/+^* mutant (χ2 = 1.577, *p* = 0.2092) (Figure 1I–K,N). These data indicate that *Gata6^STOP^* and *Mib1^R530X^* alleles do not interact genetically during valvular and septal development.

*Mib1^K735R^* is a *missense* mutation affecting the ankyrin repeats of the MIB1 ANK region (Figure 1B), which mediates MIB1 dimerization, suggesting that it acts as a dominant-negative mutation [28]. At E16.5, *Mib1^K735R/+^ Gata6^+/STOP^* double heterozygous mice, in which the *Mib1^K735R^* and *Gata6^STOP^* mutations are in trans configuration, developed an RN-BAV with 60% penetrance (6 of 10) compared to 69% penetrance (11 of 16) for the single *Gata6^STOP/+^* mutant (χ2 = 0.2082, *p* = 0.6482), and 0% (0 of 13) for the *Mib1^K735R/+^* mutant (Figure 1D,F,H). *Mib1^K735R/+^ Gata6^+/STOP^* mutants also had VSD with 40% penetrance (4 of 10), compared to 38% VSD penetrance (6 of 16) for the single *Gata6^STOP/+^* mutant (χ2 = 0.01625, *p* = 0.8986), and 0% (0 of 13) for the *Mib1^K735R/+^* mutant (Figure 1J,L,N). Therefore, *Mib1^K735R/+^ Gata6^+/STOP^* alleles do not interact genetically in valvular and septal development.

*Mib1^V943F^* is a *missense* mutation affecting the third RING domain of the RNG region that catalyzes ubiquitin transfer to substrate proteins [42] (Figure 1B). Previously, we demonstrated that MIB1^V943F^ has a dominant negative effect on normal MIB1 function [31]. At E16.5, *Mib1^V943F/+^ Gata6^+/STOP^* mice displayed an RN-BAV with 43% penetrance (13 of 30) compared to 70% penetrance (19 of 27) in *Gata6^STOP/+^* mice (χ2 = 4.219, *p* = 0.0400) (Figure 1G,H). *Mib1^V943F/+^ Gata6^+/STOP^* mice also developed VSD with 10% penetrance (3 of 30) compared to 41% penetrance (11 of 27) in *Gata6^STOP/+^* mice (χ2 = 7.248, *p* = 0.0071) (Figure 1M,N). Therefore, *Mib1^V943F^* has a suppressive effect on the *Gata6^STOP^* valvular and septal phenotypes.

### 3.2. Mib1^V943F^ Partially Restores EMT in Gata6^STOP/+^ Mice

To gain insight, we performed RNA-seq on E11.5 *Mib1^V943F/+^ Gata6^+/STOP^* mutant and control outflow tract (OFT) tissue. 

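The deposited data hold 8 libraries of OFT RNA from embryonic day 11.5, of which 4 are labelled control and 4 are labelled *Mib1 V943F/+ Gata6 +/STOP*. The sample labels give 4 samples per genotype and 3 individuals per pool, while the methods of the paper give 3 pools per genotype and 4 pairs of OFT per pool. The authors removed adapters from the 60 bp reads, quantified expression with RSEM on GRCm38, kept genes that reached 1 CPM in at least 3 samples, and deposited values of CPM (counts scaled to a common library size) normalized by the TMM method. The table lists 14608 genes, and every gene in it reached 1 CPM in at least 4 samples. The reads counted on these genes ranged from 10669420 (control replicate 2) to 28212669 in the control-labelled libraries, with a median of 25398744. In the mutant-labelled libraries they ranged from 21064242 to 30469165, with a median of 26668733.5. At these depths 1 read corresponded to between 0.0325 and 0.0948 CPM, and the 10 most abundant genes took between 6.76% and 7.28% of the reads. Genotypes were compared with limma, with a mean-variance trend, on log2(CPM + 0.5), a scale that understates fold changes of genes near 1 CPM. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 14608 genes. For single genes an exact permutation test was added, whose smallest p with 4 libraries against 4 is 0.0286. The 2 mutated genes were looked at first. *Gata6* RNA was at 236, 279, 271 and 261 CPM in control replicates 1 to 4 and at 213, 284, 276 and 224 CPM in mutant-labelled replicates 1 to 4, or 262 ± 18.5 CPM (SD, n = 4) against 249 ± 36.1 CPM (SD, n = 4). The log2 fold change of *Gata6* was -0.08 (standard error 0.10, 95% confidence interval -0.29 to 0.14, adjusted p = 0.752 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.543). The difference is smaller than the spread between replicates, so the *Gata6* RNA level does not separate the labelled groups, and the directions given for this experiment rest on the labels alone. Leaving out each library in turn moved the *Gata6* log2 fold change between -0.15 and -0.01. *Mib1* RNA was at 138, 107, 109.9 and 132 CPM in the control-labelled libraries (122 ± 15.6, SD, n = 4) and at 123, 137, 123 and 126.4 CPM in the mutant-labelled libraries (128 ± 6.62, SD, n = 4). Its log2 fold change was 0.07 (standard error 0.09, adjusted p = 0.746 from limma with Benjamini-Hochberg adjustment, exact permutation p = 0.486), and it became -0.012 once the trend of each library with the GC content of transcripts was removed.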

Differential expression analysis identified 102 differentially expressed genes (DEGs), 34 of which were upregulated and 68 downregulated (Figure 2A; Table S3). 

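In limma, 0 of the 14608 genes had an adjusted p-value under 0.05 (smallest adjusted p = 0.124 after Benjamini-Hochberg adjustment), and 1763 genes had an unadjusted p-value under 0.05, 796 of them higher and 967 lower in the mutant-labelled libraries, where chance alone gives 730.4. With all 8 libraries, the alternative that moved the number of DEGs most was DESeq2 on the whole reads recovered from the CPM values, with 192 DEGs (46 higher and 146 lower). The likelihood ratio test of edgeR on the same reads, the closest to the generalized linear model named in the methods of the paper, gave 107 DEGs, 26 higher and 81 lower. In simulated libraries of the same size, 13.6% of the calls of that test were false, against 3.92% of the calls of limma. Without control replicate 3 the likelihood ratio test gave 24 DEGs, 21 of them among the 107, and without control replicate 4 it gave 209, with 98 of the 107. All 107 genes had the same direction and an unadjusted p-value under 0.05 in limma, and their absolute log2 fold changes, on the scale of the likelihood ratio test, ran from 0.27 to 1.33 with a median of 0.46. In 24 of the 26 higher and 77 of the 81 lower genes the values of the groups did not overlap, which held for 7.1% of all genes and is given by chance in 2.86%. The copy of Table S3 used here holds only the first part of its genes, in the order of their p-values. Among the non-overlapping DEGs of the likelihood ratio test, those with the smallest adjusted p-values were *Hpcal4*, *Unc5c* and *Ntrk2* (higher) and *Lrrc10*, *Tnni2* and *Irx4* (lower). Their log2 fold changes are given on the limma scale, and the lack of overlap by which they were chosen fixes their exact permutation p at 0.0286. *Hpcal4* (ENSMUSG00000046093, chromosome 4, 123183227 to 123194701) rose from 6.32 ± 0.690 to 10.8 ± 1.10 CPM (SD, n = 4 each), a log2 fold change of 0.73, with mutant-labelled replicate 1 set apart from the other mutant-labelled libraries at 9.20 CPM. *Unc5c* (ENSMUSG00000059921, chromosome 3, 141465216 to 141834924) rose from 78.3 ± 7.89 to 112 ± 8.46 CPM (SD, n = 4 each), a log2 fold change of 0.51. *Ntrk2* (ENSMUSG00000055254, chromosome 13, 58806569 to 59133970) rose from 13.1 ± 1.21 to 20.3 ± 2.45 CPM (SD, n = 4 each), a log2 fold change of 0.62, with mutant-labelled replicate 2 set apart at 16.7 CPM. *Lrrc10* (ENSMUSG00000060187, chromosome 10, 117045341 to 117046768) went from 26.3 ± 1.93 to 17.6 ± 0.670 CPM (SD, n = 4 each), a log2 fold change of -0.57. *Tnni2* (ENSMUSG00000031097, chromosome 7, 142441808 to 142444410) went from 17.8 ± 1.36 to 10.8 ± 1.14 CPM (SD, n = 4 each), a log2 fold change of -0.69. *Irx4* (ENSMUSG00000021604, chromosome 13, 73260479 to 73269608) went from 46.8 ± 6.33 to 27.6 ± 4.91 CPM (SD, n = 4 each), a log2 fold change of -0.76. For *Lrrc10* the adjusted p-value was 2.8e-05 in the likelihood ratio test of edgeR and 0.124 in limma, both with Benjamini-Hochberg adjustment. Further non-overlapping DEGs of that test with large changes were *Moxd1*, *Eya4*, *Hgf* and *Hecw1*, with log2 fold changes of 0.86, 0.85, 0.84 and 0.72 on the limma scale, and *Ntn1*, *Kcnj3*, *Ftcd* and *Mypn*, with -1.26, -1.06, -0.98 and -0.89.

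**Figure D1:**
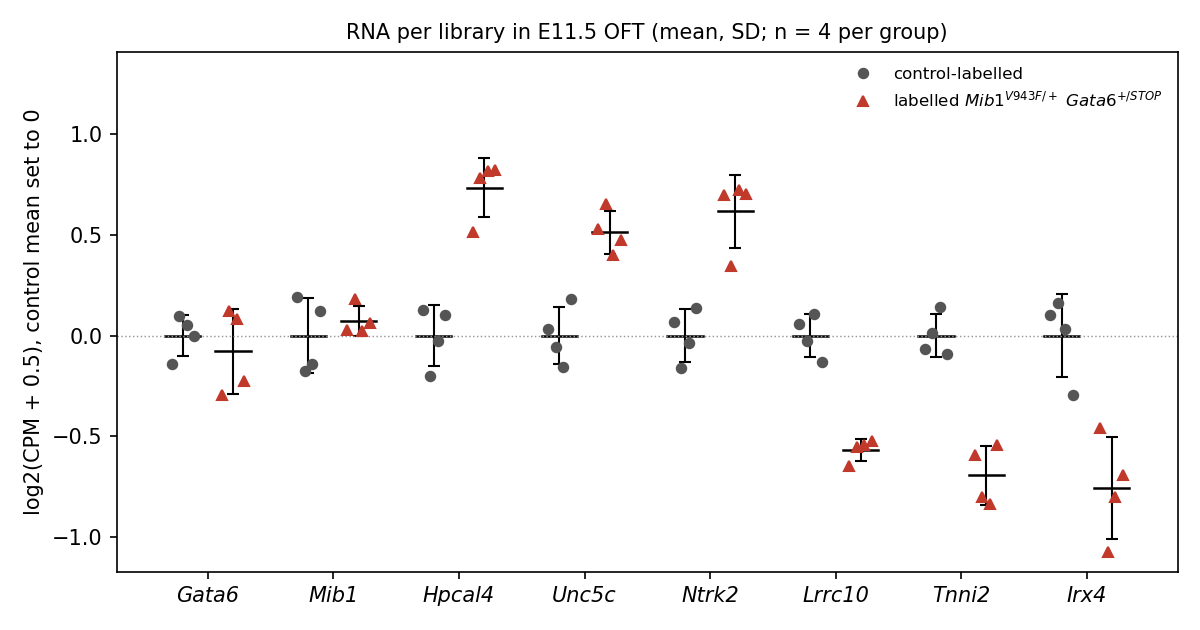
RNA of *Gata6*, *Mib1* and 6 DEGs of the likelihood ratio test in each library, as log2(CPM + 0.5) with the control mean of each gene set to 0. Circles are control-labelled and triangles mutant-labelled libraries, and lines and bars are the mean and SD (n = 4). The groups overlap for *Gata6* and *Mib1* and do not overlap for the other 6 genes.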

We used Ingenuity Pathway Analysis (IPA) to provide insights into the regulatory networks participating in aortic valve development (Ref. [37]). This analysis uncovered multiple enriched categories in *Mib1^V943F/+^ Gata6^+/STOP^* mice, consistent with processes expected to be altered in BAV and VSD, including “*Heart dysfunction*”, “*Bone Mineralization*”, “*Fibrosis*”, and “*Proliferation of mesenchymal cells*”. In contrast, functional categories like “*Cardiogenesis*”, “*Intercellular junctions formation*”, and “*Cardiac contractility*” were all depleted (Figure 2B).

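The IPA categories were not used here, and the processes were followed with 17 lists of genes typed from general knowledge, tested with camera at a preset correlation of 0.01 between the genes of a list and Benjamini-Hochberg adjustment over the 17 lists. The lists were typed with the first part of Table S3 in view. So neither the p-values of the lists, by any test, nor the counts adjusted over the list alone are independent evidence. At this setting 14 lists passed an adjusted p-value of 0.05, 7 higher and 7 lower in the mutant-labelled libraries, and with the correlation estimated from the data, the alternative that moved this number most, 0 lists passed. With preranked GSEA the same number of lists passed, 14, and with fry 5 of the 14 did (myogenesis, oxidative phosphorylation, glycolysis, fatty acid metabolism and cardiac contractility). Among the 34 other splits of the 8 libraries into groups of 4, the highest number of lists past the threshold was also 14. The number of lists past the threshold fell to 9 without control replicate 1, and to 8 without mutant-labelled replicate 3 or 4. The score of a list in a library is the mean log2 deviation of its genes from their means over all libraries. The exact permutation p-values of scores are given unadjusted. With Benjamini-Hochberg adjustment over the 17 lists, none was below 0.05, and the lowest was 0.0810. Of the 46 genes of the bone mineralization list, 40 had values, 10 of them in the copy of Table S3 and 19 in another list as well. This list was higher in the mutant-labelled libraries (camera, adjusted p = 0.00364 with Benjamini-Hochberg adjustment), with scores of 0.0729 ± 0.0785 against -0.0729 ± 0.0785 in the control-labelled libraries (SD, n = 4 each, exact permutation p = 0.0286). Its adjusted p-value was 0.0644 without control replicate 1 and 0.0791 without mutant-labelled replicate 3, and it held below 0.05 without any other single library. Since limma left 0 genes past the threshold over all genes, every list has 0 there by construction, and the DEGs of the likelihood ratio test are given beside it. Counts adjusted over the list alone use limma unless the likelihood ratio test is named. Of the bone mineralization genes, 0 passed over all genes in limma (10 higher and 1 lower at an unadjusted p-value under 0.05), 4 in the likelihood ratio test (3 higher and 1 lower) and 5 when adjusted over the list alone. *Isl1* (chromosome 13, 116298281 to 116309689) was at 29.2 ± 3.44 CPM in the control-labelled and 46.2 ± 8.79 CPM in the mutant-labelled libraries (SD, n = 4 each), with mutant-labelled replicate 1 set apart at 59.2 CPM. *Isl1* also stands in the lists of cardiogenesis, mesenchymal cell proliferation and second heart field markers, so its rise is not specific to bone mineralization. *Ddr2* (chromosome 1, 169972307 to 170110762) was at 33.0 ± 4.27 and 46.7 ± 7.07 CPM, and *Dkk2* (chromosome 3, 132085292 to 132180304) at 12.6 ± 1.95 and 18.6 ± 2.63 CPM, in the same order. The fibrosis list (44 of 47 genes with values, 14 in the copy of Table S3, 33 in another list) was higher in camera (adjusted p = 0.0164 with Benjamini-Hochberg adjustment), but its scores differed by less than their spread, 0.00557 ± 0.0741 against -0.00557 ± 0.0210 (SD, n = 4 each, exact permutation p = 0.771). Its adjusted p-value rose to 0.0653 without control replicate 1, 0.0965 without mutant-labelled replicate 3 and 0.0719 without mutant-labelled replicate 4. Of the 44 genes, 0 passed over all genes in limma (10 higher and 5 lower unadjusted), 3 higher and 3 lower genes passed in the likelihood ratio test, and 10 passed when adjusted over the list alone. Within it, *Pdgfc* (chromosome 3, 81036416 to 81214040) went from 53.8 ± 2.34 to 70.5 ± 4.66 CPM (SD, n = 4 each), while *Thbs4* (chromosome 13, 92751590 to 92794818) went from 55.8 ± 12.9 to 31.2 ± 8.38 CPM with overlapping values (exact permutation p = 0.0571). The list of mesenchymal cell proliferation (36 of 41 genes with values, 8 in the copy of Table S3, 27 in another list) had an adjusted p-value of 0.0266 (camera, higher), and 0.0716 over genes with a mean of at least 5 CPM, within a range from 5.2e-04 (without mutant-labelled replicate 2) to 0.250 (estimated correlation) over the alternatives. Its scores were 0.0579 ± 0.0985 against -0.0579 ± 0.0567 (SD, n = 4 each, exact permutation p = 0.114). It held in 3 of the 8 fits that left out 1 library, those without control replicates 2 and 4 and mutant-labelled replicate 2, and rose to 0.115 without mutant-labelled replicate 3. Of its genes 0 passed over all genes in limma (7 higher and 2 lower unadjusted), 3 higher and 2 lower in the likelihood ratio test, and 6 adjusted over the list alone, among them *Mycn* (chromosome 12, 12936093 to 12941914), which was lower, with a log2 fold change of -0.38 (standard error 0.08).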

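The typed cardiogenesis list had values for 48 of its 50 genes, 16 of them in the copy of Table S3 and 27 in another list. It was lower in the mutant-labelled libraries (camera, adjusted p = 0.00153 with Benjamini-Hochberg adjustment) and stayed below 0.05 without any single library, with the highest value, 0.0262, without mutant-labelled replicate 2. Its scores were 0.101 ± 0.0717 in the control-labelled and -0.101 ± 0.232 in the mutant-labelled libraries (SD, n = 4 each), a difference within the spread of the mutant-labelled libraries (exact permutation p = 0.20), which ran from -0.398 in replicate 2 to 0.139 in replicate 1. Among its genes 0 passed over all genes in limma (3 higher and 15 lower unadjusted) and 1 higher and 6 lower in the likelihood ratio test, against 17 adjusted over the list alone. The higher gene in the likelihood ratio test was *Isl1*, given above with bone mineralization, which moved against the direction of the list. Among the lower genes, *Hopx* (chromosome 5, 77086988 to 77115121) went from 63.6 ± 5.94 to 39.9 ± 6.87 CPM (SD, n = 4 each). The list of intercellular junctions (43 of 49 genes with values, 11 in the copy of Table S3, 9 in another list) was lower with an adjusted p-value of 0.0174 (camera with Benjamini-Hochberg adjustment), with scores of 0.0294 ± 0.0484 against -0.0294 ± 0.0249 (SD, n = 4 each, exact permutation p = 0.0571). It lost the threshold without control replicate 1 (0.142) and without mutant-labelled replicate 1 (0.101). As for its single genes, 0 passed over all genes in limma (4 higher and 10 lower unadjusted), and 1 higher and 1 lower in the likelihood ratio test. Adjusted over the list alone, 5 passed in limma and 10 in the likelihood ratio test. *Tln2* (chromosome 9, 67217087 to 67559703) went from 137 ± 14.4 to 104 ± 1.86 CPM, with mutant-labelled replicate 2 set apart at 101.1 CPM, and *Clmp* (chromosome 9, 40685962 to 40785319) from 74.8 ± 7.50 to 94.8 ± 6.37 CPM with overlapping values and mutant-labelled replicate 1 set apart at 85.3 CPM (SD, n = 4 each). The cardiac contractility list (41 of 42 genes with values, 20 in the copy of Table S3, 9 in another list) was lower with an adjusted p-value of 3.5e-08 (camera with Benjamini-Hochberg adjustment), and at most 2.3e-06 without any single library. The scores of this list separated the groups, with 0.0989 ± 0.0467 against -0.0989 ± 0.0837 (SD, n = 4 each, exact permutation p = 0.0286). Here 0 genes passed over all genes in limma (3 higher and 19 lower unadjusted), 0 higher and 7 lower in the likelihood ratio test, and 17 adjusted over the list alone. *Cacna2d2* (chromosome 9, 107399612 to 107529343) went from 37.9 ± 5.40 to 26.1 ± 3.78 CPM (SD, n = 4 each).

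**Figure D2:**
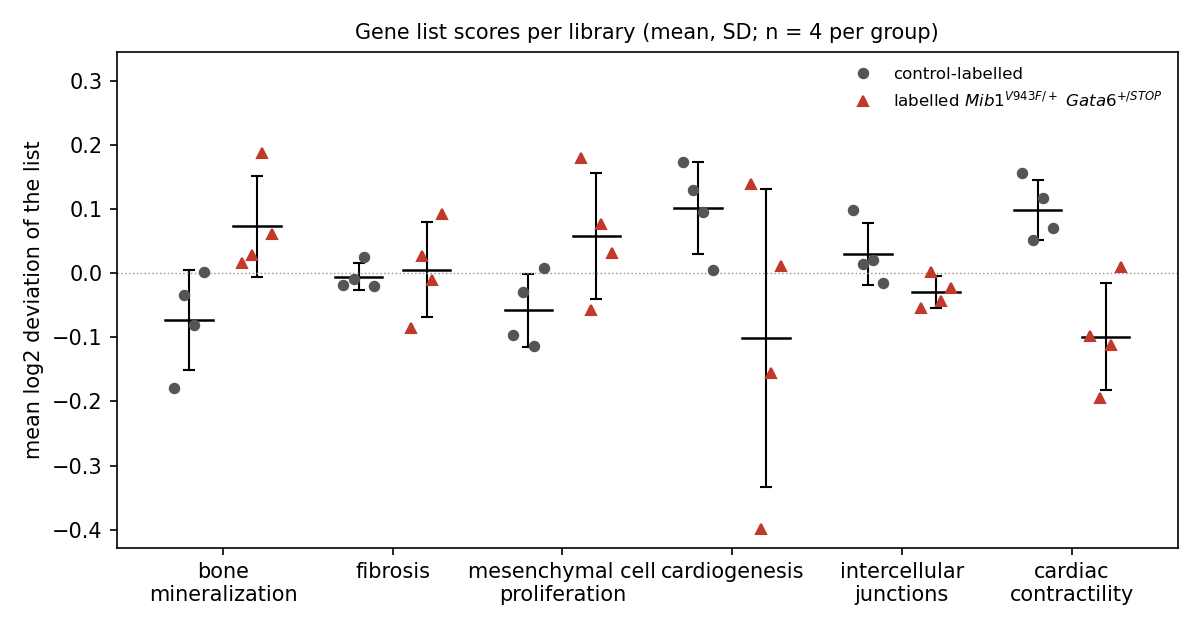
Scores of 6 typed lists in each library, as the mean log2 deviation of the genes of the list. Circles are control-labelled and triangles mutant-labelled libraries, and lines and bars are the mean and SD (n = 4). The groups do not overlap for bone mineralization and cardiac contractility, and they overlap for the other 4 lists.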

We performed a comparative Gene Set Enrichment Analysis (GSEA) against “HALLMARK” gene sets, which are collections of predefined genes representing fundamental, well-defined biological processes [43]. Gene sets differentially enriched between *Mib1^V943F/+^ Gata6^+/STOP^* and *Gata6^STOP/+^* mutants and respective controls [22] were broadly similar, although several changes were exacerbated in compound heterozygotes (Figure 2C). For example, “UV RESPONSE DOWN”, “INFLAMMATORY RESPONSE,” and “PROTEIN SECRETION” were more significantly enriched, and “MYOGENESIS”, “ADIPOGENESIS”, and “FATTY ACID METABOLISM” were more significantly depleted (Figure 2C). However, enriched pathways evoking a proliferative defect like “G2M CHECKPOINT” and “KRAS SIGNALING UP”, and depleted metabolic pathways like “OXIDATIVE PHOSPHORYLATION” and “GLYCOLYSIS” did not deviate significantly. 

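The samples of the *Gata6 STOP/+* mutant and its controls were not analysed here, so the comparison between the mutants was not made, and lists for the UV response, the inflammatory response and adipogenesis were not typed. The typed list of protein secretion had values for 91 of its 92 genes, 2 of them in the copy of Table S3 and 4 in another list. It was higher in the mutant-labelled libraries (camera, adjusted p = 0.0164 with Benjamini-Hochberg adjustment), with scores of 0.0244 ± 0.0616 against -0.0244 ± 0.0569 (SD, n = 4 each, exact permutation p = 0.286). This result did not hold once the GC trend of each library was removed (adjusted p = 0.490 in camera at the preset correlation, 0.739 in fry). The value of 0.490 was the highest at the preset correlation over its alternatives, which ran down to 7.6e-04 without mutant-labelled replicate 1. The list lost the threshold without control replicate 2 (0.0864), control replicate 3 (0.0636), mutant-labelled replicate 2 (0.205) or mutant-labelled replicate 4 (0.0608). Of its genes, 0 passed over all genes in limma (7 higher and 3 lower unadjusted), 0 in the likelihood ratio test and 0 adjusted over the list alone. The myogenesis list (89 of 93 genes with values, 46 in the copy of Table S3, 39 in another list) was lower, with 80 of the 89 genes lower and a median log2 fold change of -0.28 (camera, adjusted p = 9.9e-27 with Benjamini-Hochberg adjustment). Every mutant-labelled library scored below every control-labelled library, at -0.130 ± 0.0589 against 0.130 ± 0.0611 (SD, n = 4 each, exact permutation p = 0.0286). Of the 89 genes, 0 passed over all genes in limma (0 higher and 53 lower unadjusted), 20 passed in the likelihood ratio test, all lower, and 47 passed when adjusted over the list alone. *Myl2* (chromosome 5, 122100951 to 122113472) went from 2063 ± 267 to 1395 ± 143 CPM (SD, n = 4 each), and *Myh7b* (chromosome 2, 155611212 to 155634307) from 64.4 ± 6.47 to 46.5 ± 2.29 CPM. The list of fatty acid metabolism (61 of 62 genes with values, 15 in the copy of Table S3, 7 in another list) was lower as well, with 52 of the 61 genes lower and a median log2 fold change of -0.14 (camera, adjusted p = 9.8e-12 with Benjamini-Hochberg adjustment). The scores separated the groups, at -0.0753 ± 0.0313 against 0.0753 ± 0.0492 (SD, n = 4 each, exact permutation p = 0.0286). Of the 61 genes, 0 passed over all genes in limma (0 higher and 24 lower unadjusted) and 5 in the likelihood ratio test, all lower, against 14 adjusted over the list alone. *Eci1* (chromosome 17, 24426641 to 24439348) went from 48.3 ± 3.41 to 35.0 ± 3.58 CPM, *Acacb* (chromosome 5, 114146535 to 114250761) from 67.3 ± 6.15 to 49.5 ± 4.82 CPM with control replicate 4 set apart at 58.1 CPM, and *Crat* (chromosome 2, 30400471 to 30415813) from 76.4 ± 5.24 to 61.3 ± 2.93 CPM (SD, n = 4 each).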

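The typed list of the G2M checkpoint had values for all of its 71 genes, 2 of them in the copy of Table S3 and 0 in another list. It did not pass the threshold (camera, adjusted p = 0.130 with Benjamini-Hochberg adjustment), with scores of 0.0131 ± 0.0277 in the mutant-labelled and -0.0131 ± 0.0285 in the control-labelled libraries (SD, n = 4 each, exact permutation p = 0.171). Its direction was higher in the mutant-labelled libraries, and lower once the GC trend of each library was removed (adjusted p = 0.853 in camera). This was the highest value at the preset correlation over its alternatives, which ran down to 0.0578 without control replicate 4. Over all genes 0 of its genes passed in limma (3 higher and 0 lower unadjusted) and 0 in the likelihood ratio test, and 0 passed when adjusted over the list alone. The oxidative phosphorylation list was typed as 7 patterns of gene names that match 78 genes of the table, 45 of them in the copy of Table S3 and 3 in another list. Of these genes 76 were lower in the mutant-labelled libraries, with a median log2 fold change of -0.23 (camera, adjusted p = 1.7e-30 with Benjamini-Hochberg adjustment). The mutant-labelled libraries scored -0.107 ± 0.0174 and the control-labelled libraries 0.107 ± 0.109 (SD, n = 4 each) without overlap (exact permutation p = 0.0286), and control replicates 2 and 3 stood highest at 0.207 and 0.194. Of the 78 genes, 0 passed over all genes in limma (0 higher and 52 lower unadjusted), 4 in the likelihood ratio test, all lower, and adjusted over the list alone 45 did. *Atp5k* (chromosome 5, 108433244 to 108434448) went from 66.1 ± 9.80 to 48.4 ± 2.99 CPM, *Atp5g1* (chromosome 11, 96068852 to 96075670) from 189 ± 19.6 to 148 ± 9.91 CPM, and *Sdhc* (chromosome 1, 171127165 to 171150603) from 176 ± 7.75 to 146 ± 6.00 CPM (SD, n = 4 each). The glycolysis list had values for all of its 38 genes, 13 of them in the copy of Table S3 and 6 in another list, and 33 of them were lower, with a median log2 fold change of -0.16 (camera, adjusted p = 1.7e-10 with Benjamini-Hochberg adjustment). The groups did not overlap in this score either, at -0.0747 ± 0.0261 against 0.0747 ± 0.0603 (SD, n = 4 each, exact permutation p = 0.0286), with mutant-labelled replicate 1 set apart at -0.114. Over all genes 0 of its genes passed in limma (1 higher and 16 lower unadjusted) and 1 in the likelihood ratio test, a lower one, against 13 adjusted over the list alone, and *Eno3* (chromosome 11, 70657202 to 70662513) went from 179 ± 6.86 to 146 ± 6.19 CPM (SD, n = 4 each).

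**Figure D3:**
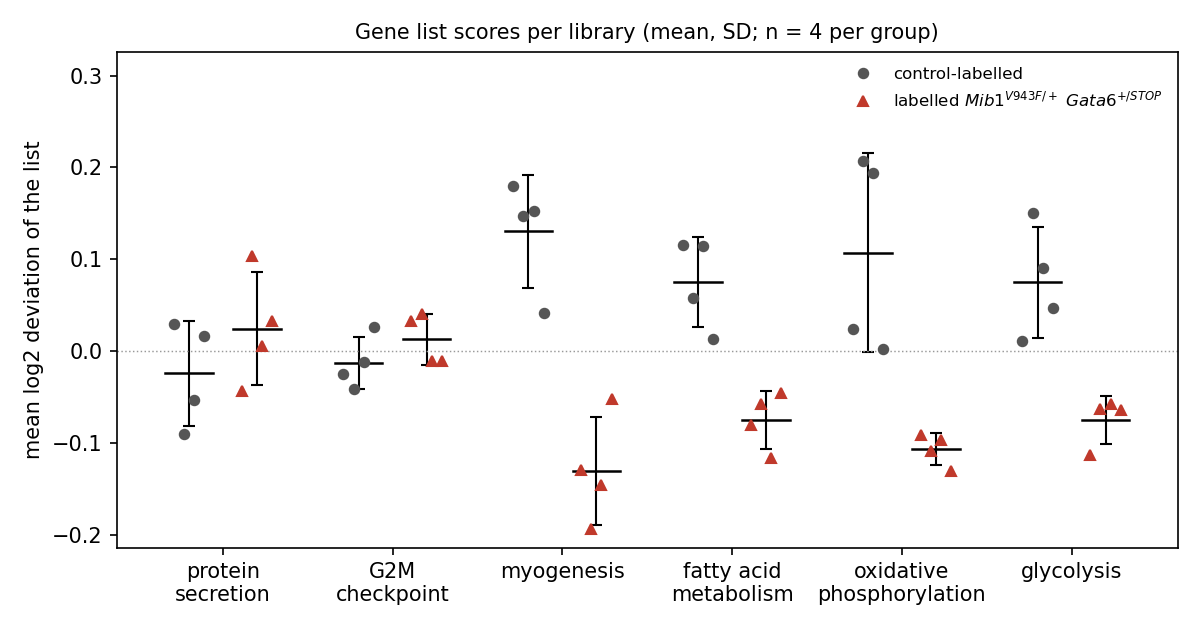
Scores of 6 typed lists in each library, as the mean log2 deviation of the genes of the list. Circles are control-labelled and triangles mutant-labelled libraries, and lines and bars are the mean and SD (n = 4). The groups do not overlap for myogenesis, fatty acid metabolism, oxidative phosphorylation and glycolysis, and they overlap for protein secretion and the G2M checkpoint.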

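A list of genes of the epithelial-mesenchymal transition (EMT) and a list of regulators of EMT in the endocardial cushions were typed to follow this process. The EMT list had values for 176 of its 191 genes, 32 of them in the copy of Table S3 and 51 in another list. In the mutant-labelled libraries 107 of these genes were higher and 69 lower, with a median log2 fold change of 0.05 (camera, adjusted p = 0.0190 with Benjamini-Hochberg adjustment). Its scores were 0.0343 ± 0.0899 in the mutant-labelled and -0.0343 ± 0.0242 in the control-labelled libraries (SD, n = 4 each), a difference smaller than the spread of the mutant-labelled libraries (exact permutation p = 0.20). In mutant-labelled replicate 1 the score was -0.0957, the lowest of all 8 libraries, and in mutant-labelled replicates 2 to 4 it was 0.106, 0.0792 and 0.0478, above every control-labelled library. Without mutant-labelled replicate 1 the adjusted p-value fell to 2.9e-05, and it rose above 0.05 without control replicate 1 (0.112) or mutant-labelled replicate 2 (0.0556), 3 (0.157) or 4 (0.0719). Of the 35 splits of the 8 libraries into groups of 4, 15 gave this list a p-value as small in camera. With preranked GSEA in place of camera the adjusted p-value was 3.1e-04 (higher, normalized enrichment score 1.68), with fry it was 0.326, and over the alternatives with all libraries it ran from 1.5e-04 with the GC trend removed to 0.424 with an estimated correlation. After the 8 genes that also stand in a muscle list were removed, the remaining 168 genes gave an adjusted p-value of 0.0161 in camera. Of the 176 genes, 0 passed over all genes in limma (25 higher and 13 lower unadjusted), and 2 in the likelihood ratio test, both higher. Adjusted over the list alone, 0 passed in limma and 5 in the likelihood ratio test. *Col12a1* (ENSMUSG00000032332, chromosome 9, 79598991 to 79718831) was at 112 ± 16.5 CPM in the control-labelled and 156.5 ± 12.1 CPM in the mutant-labelled libraries (SD, n = 4 each), a log2 fold change of 0.48, and *Pmp22* (ENSMUSG00000018217, chromosome 11, 63128982 to 63159547) at 83.5 ± 2.81 and 106 ± 10.7 CPM, a log2 fold change of 0.34. The list of cushion EMT regulators (46 of 46 genes with values, 5 in the copy of Table S3, 42 in another list) was higher with an adjusted p-value of 0.0146 (camera with Benjamini-Hochberg adjustment), with overlapping scores of 0.0222 ± 0.0878 against -0.0222 ± 0.0587 (SD, n = 4 each, exact permutation p = 0.429). It rose above 0.05 without control replicate 3 (0.0748) or mutant-labelled replicate 3 (0.157) or 4 (0.0719). Here 0 genes passed over all genes in limma (7 higher and 3 lower unadjusted) and 0 in the likelihood ratio test. Adjusted over the list alone, 0 passed in limma and 2 in the likelihood ratio test.

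**Figure D4:**
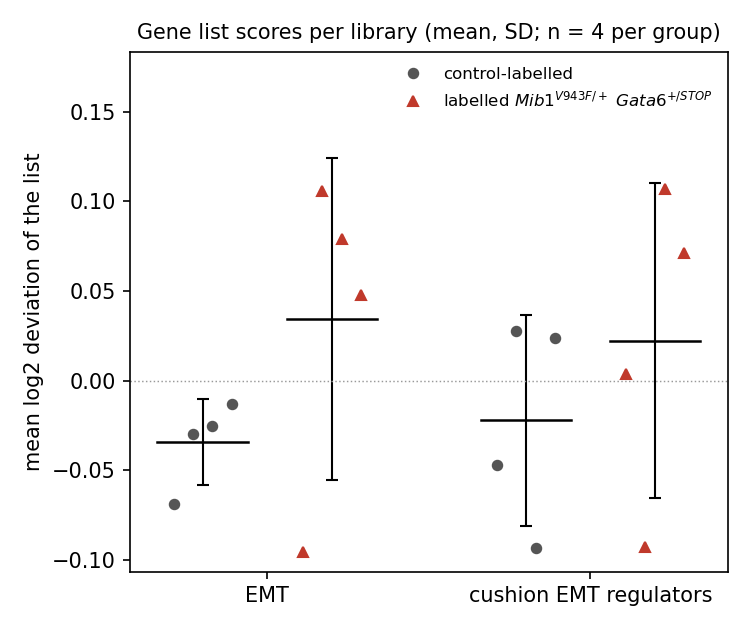
Scores of the EMT list and of the cushion EMT regulators in each library, as the mean log2 deviation of the genes of the list. Circles are control-labelled and triangles mutant-labelled libraries, and lines and bars are the mean and SD (n = 4). The groups overlap for both lists, and mutant-labelled replicate 1 has the lowest EMT score of all libraries, at -0.0957.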

Importantly, “EPITHELIAL MESENCHYMAL TRANSITION” (“EMT”), the key process by which the endocardial cushions become cellularized by endocardial and neural crest-derived mesenchyme, was depleted in the *Gata6^STOP/+^* mutant but enriched in the *Mib1^V943F/+^ Gata6^+/STOP^* mutant (Figure 2C,D). These data indicate that the *Mib1^V943F/+^* mutation partially suppresses the *Gata6* haploinsufficient phenotype by enhancing EMT.

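Typed lists for the NOTCH and TGF beta pathways were tested on the same libraries. The list of NOTCH signalling (39 of 39 genes with values, 2 in the copy of Table S3, 13 in another list) did not pass the threshold, with 17 genes higher and 22 lower (camera, adjusted p = 0.810 with Benjamini-Hochberg adjustment). With the GC trend of each library removed it was higher at 0.0691 in camera, the lowest camera value over its alternatives, and at 0.0549 in fry. Its scores were 0.00295 ± 0.0514 in the mutant-labelled and -0.00295 ± 0.0348 in the control-labelled libraries (SD, n = 4 each, exact permutation p = 0.83). The direction of this list in camera was higher with all libraries and lower without control replicate 4 (0.881), mutant-labelled replicate 1 (0.903) or mutant-labelled replicate 3 (0.828). Over all genes 0 of its genes passed in limma (3 higher and 2 lower unadjusted) and 0 in the likelihood ratio test. Adjusted over the list alone, 0 passed in limma and 2 in the likelihood ratio test. The list of NOTCH targets had values for 11 of its 14 genes, 3 of them in the copy of Table S3 and 8 in another list, and was higher without passing the threshold (camera, adjusted p = 0.0588 with Benjamini-Hochberg adjustment). Its median log2 fold change was 0.15, while its scores were -0.0161 ± 0.118 in the mutant-labelled and 0.0161 ± 0.0253 in the control-labelled libraries (SD, n = 4 each, exact permutation p = 0.83), so the direction depends on the measure. It passed the threshold without control replicate 2 (0.0258) or mutant-labelled replicate 2 (0.0239), and the alternatives ran from 0.0114 with the GC trend removed to 0.240 with an estimated correlation. With the GC trend removed this list also passed in fry (0.0115). Here 0 genes passed over all genes in limma (2 higher and 1 lower unadjusted), 0 in the likelihood ratio test and 1 adjusted over the list alone. The list of TGF beta signalling (45 of 46 genes with values, 4 in the copy of Table S3, 25 in another list) was higher, with 33 genes higher and 12 lower (camera, adjusted p = 0.00821 with Benjamini-Hochberg adjustment). The scores overlapped, at 0.0288 ± 0.0567 against -0.0288 ± 0.0438 (SD, n = 4 each, exact permutation p = 0.171), and the adjusted p-value rose to 0.0791 without mutant-labelled replicate 3 and 0.0597 without mutant-labelled replicate 4. Over all genes 0 of its genes passed in limma (9 higher and 2 lower unadjusted) and 0 in the likelihood ratio test, against 0 adjusted over the list alone. From the depletion of EMT in the *Gata6 STOP/+* mutant and its enrichment in the *Mib1 V943F/+ Gata6 +/STOP* mutant (Figure 2C,D), the paper concludes that the *Mib1* mutation partially suppresses the phenotype of *Gata6* haploinsufficiency by enhancing EMT. The suppression itself rests in the paper on the lower penetrance of BAV and VSD in the *Mib1 V943F/+ Gata6 +/STOP* mice than in the *Gata6 STOP/+* mice.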

### 3.3. Compound Notch1 and Gata6 Haploinsufficiency Leads to Highly Penetrant VSD

The *Mib1^V943F/+^* suppressive effect on the *Gata6^STOP/+^* phenotype and the absence of interaction between *Mib1^R530X/+^* or *Mib1^K735R/+^* and *Gata6^STOP/+^* may depend on the dosage of NOTCH. To clarify this, we generated *Notch1^KO/+^; Gata6^STOP/+^* compound heterozygote mice (Figure 2E). Combining *Gata6^STOP/+^* and *Notch1^KO/+^* mutant alleles resulted in BAV with 63% penetrance (12 of 19), comparable to single *Gata6^STOP/+^* mutant mice (64% penetrance or 7 of 11) (χ2 = 0.0007, *p* = 0.9791) (Figure 2E,F). However, *Notch1^KO/+^*; *Gata6^STOP/+^* mice displayed VSD with 95% penetrance (18 of 19) compared with 35% penetrance (6 of 17) in *Notch1^KO/+^* mutants (χ2 = 14.27, *p* = 0.0002), and with 36% penetrance (4 of 11) in *Gata6^STOP/+^* mutants (χ2 = 12.14, *p* = 0.0005) (Figure 2E,F). Therefore, the combined haploinsufficiency of Notch1 and Gata6 leads to a high percentage of VSD but does not alter the frequency of BAV. This indicates that VSDs are particularly sensitive to the combined insufficiencies of the *Gata6* and *Notch1* genes, resulting in a more severe phenotype.

## 4. Discussion

Genetic interactions analysis aims to determine if two different genes participate in the same developmental process by combining mutations in these genes and examine if the resulting phenotype diverges from that caused by individual mutations [44]. In this study, we examined whether the combination of *Mib1-Notch1* and *Gata6* mutations had a more profound impact on valvular and septal development than the loss of Gata6 alone. Previously, we observed that *Mib1* mutations affect valvular and septal development only in a sensitized, Notch-deprived genetic background [28,32]. We identified three types of interactions between *Mib1-Notch1* and *Gata6* mutations: 1. Neutral interaction: *Mib1^K735R/+^ Gata6^+/STOP^* and *Mib1^R530X/+^ Gata6^+/STOP^* mutants show BAV and VSD frequencies similar to those of *GATA6^STOP/+^* heterozygotes; 2. Synergistic interaction: *Notch1^KO/+^; Gata6^STOP/+^* mutants exhibit a higher than expected VSD frequency compared to *Gata6^STOP/+^* heterozygotes alone. 3. Partially suppressive interaction: *Mib1^V943F/+^ Gata6^+/STOP^* mutations show lower BAV and VSD frequencies than *Gata6^STOP/+^* heterozygotes. These findings suggest that the interactions between MIB1-NOTCH1 and GATA6 are complex and may result in different biological outcomes, such as endocardial cushion formation and epithelial–mesenchymal transition (EMT), depending on the developmental context and/or temporal-spatial expression.

Our data may reflect differences due to the nature of the mutations analyzed and the NOTCH dosage, which is less stringent in the context of valvular and septal development in mice compared to humans. Specifically, the *Mib1^R530X^* and *Mib1^K735R^* mutations are predicted to be loss-of-function (null) and dominant-negative, respectively. These mutations contribute to the manifestation of valvular and septal phenotypes when combined with a *Notch1* mutation, indicating that cardiac phenotypes are sensitive to Mib1-Notch1 dosage [28,32]. This interpretation is supported by the nearly fully penetrant VSD phenotype (95%) observed in compound *Notch1^KO/+^; Gata6^STOP/+^* heterozygotes, compared to the 40% VSD frequency in *Notch1^KO/+^* mutants.

Our finding that heteroallelic *Notch1^KO/+^; Gata6^STOP/+^* haploinsufficiency does not exacerbate the BAV phenotype underscores the more significant role of GATA6 in the dosage-dependent control of aortic valve development. This is further supported by the high mutational burden of *GATA6* in human CHD [45]. Moreover, GATA6 is a key driver in the early differentiation of the second heart field [46] and the recruitment of CNCC lineages [24]. These processes collectively shape the cardiac outflow tract (OFT), potentially acting upstream of NOTCH inhibitory functions during early cardiogenesis.

Our finding that *Mib1^V943F/+^* partially restores the wild-type valvular and septal phenotype when combined with *Gata6^STOP^* is intriguing, especially considering the expected negative effects from NOTCH loss-of-function interactions. Although *Mib1^V943F^* has previously been characterized as a dominant negative mutation [31], its phenotypic expression still requires *Notch1* sensitization [28]. The underlying mechanism of this suppression involves the restoration of EMT in *Mib1^V943F/+^ Gata6^+/STOP/+^* mice, which aligns with the known roles of GATA6 and NOTCH in promoting this process.

The mechanism underlying the compensatory effect on the valvular and septal phenotypes of the *Mib1^V943F/+^* mutation when combined with *Gata6^STOP^* is unclear. Quantitative PCR experiments indicate that *Gata6* mRNA expression in the *Mib1^V943F/+^ Gata6^+/STOP^* mutants is the predicted 50%, suggesting a post-transcriptional mechanism of compensation. GATA6 interacts with GATA4 [47,48,49], GATA factors, and other cardiac factors, ie. TBX5 and/or NKX2.5 [50]. Compensation mechanisms could be explored by quantifying the protein expression levels of GATA6 and interacting partners in the compound heterozygotes.

The limitations of our study are that *Gata6* haploinsufficiency has a disproportionately large effect size on the BAV phenotype alone and that heterozygous *Mib1* mutations fail to produce phenotypes in mice unless they are sensitized by a second NOTCH mutation. Additional insight might be obtained from conditional null disruption experiments affecting the tissue-specific functions of GATA6 and NOTCH.

## Figures and Tables

**Figure 1:**
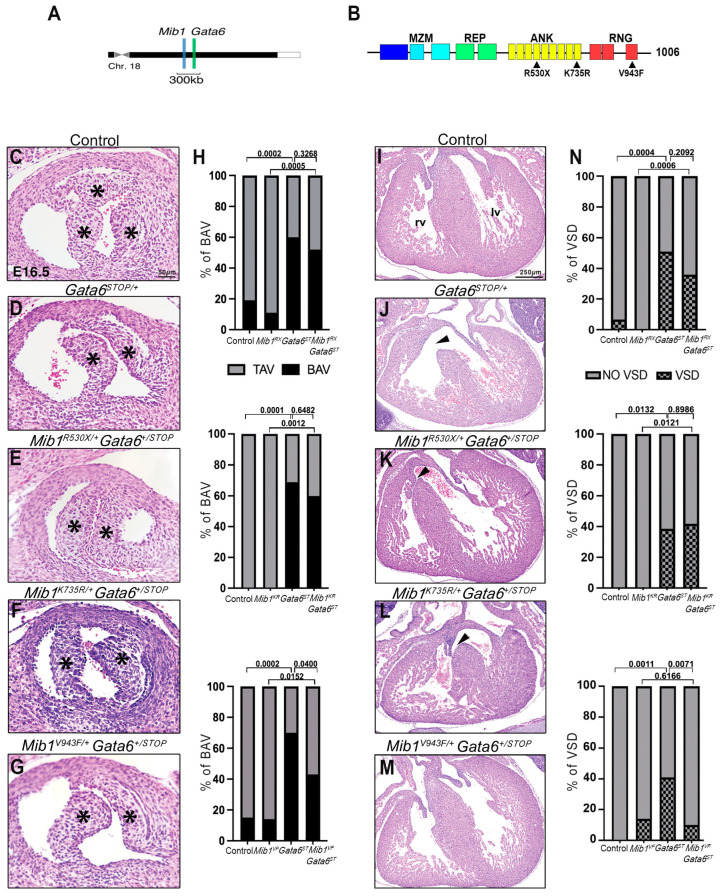
Allele-specific *Mib1* interaction with *Gata6^STOP/+^*. (**A**) Schematic representation of the chromosome 18 region harboring *Mib1* and *Gata6* genes. (**B**) Graphical representation of the MIB1 domain organization and location of the identified MIB1 variants. MZM: Mib-Herc2 domain 1 + ZZ finger domain + Mib-Herc2 domain 2. REP: Mib Repeats 1 and 2. ANK: Ankyrin repeats 1−9. RNG: Ring domains 1−3. (**C**–**G**) H&E staining on aortic valve sections in control (**C**), *Gata6^STOP/+^* (**D**), *Mib1^R530X/+^ Gata6^+/STOP^* (**E**), *Mib1^K735R/+^ Gata6^+/STOP^* (**F**), and *Mib1^V943F/+^ Gata6^+/STOP^* mice (**G**) at E16.5. The asterisk (*) indicates the position of the leaflets. (**H**) Quantification of BAV percentage. Statistical significance was determined by the Chi-Square test. (**I**–**M**) H&E staining on ventricular chamber sections in control (**I**), *Gata6^STOP/+^* (**J**), *Mib1^R530X/+^ Gata6^+/STOP^* (**K**), *Mib1^K735R/+^ Gata6^+/STOP^*(**L**), and *Mib1^V943F/+^ Gata6^+/STOP^* mice (**M**) at E16.5. Arrowheads indicate VSD. rv, right ventricle. lv, left ventricle. (**N**) Quantification of VSD percentage. Statistical significance was determined by the Chi-Square test.

**Figure 2:**
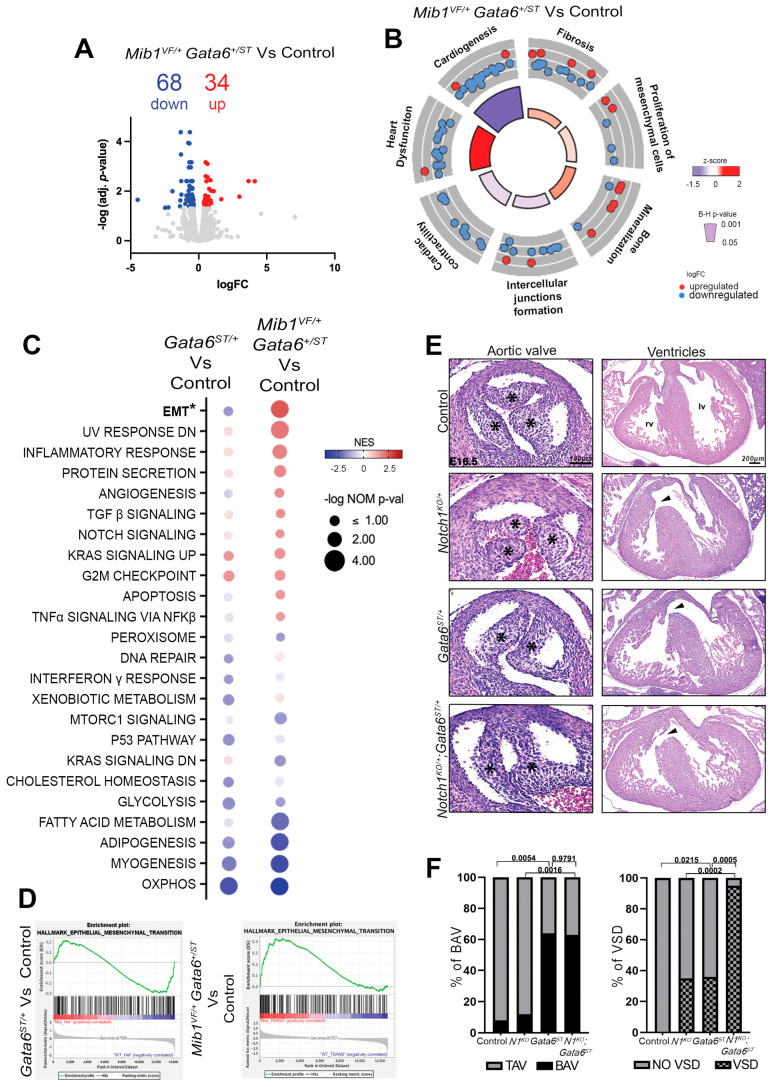
*Mib1^V943F^* partially restores EMT in *Gata6^STOP/+^* mice. (**A**) Volcano plot of the transcripts detected by RNA-seq of *Mib1^V943F/+^ Gata6^+/STOP^* vs. control contrast. Significantly downregulated and upregulated genes (adjusted *p*-value < 0.05) are labeled in blue and red, respectively. Non-differentially expressed genes are labeled in gray. (**B**) Circular plot highlighting selected Ingenuity Pathway Analysis diseases and function terms enriched in the *Mib1^V943F/+^ Gata6^+/STOP^* genotype. Red dots, upregulated genes in the pathway. Blue dots, downregulated genes in the pathway. The height of the inner circle section represents the Benjamani–Hochberg (B-H) *p*-value < 0.05 (higher is more significant), and enrichment z-score values are color-coded from positive (red) to negative (blue). (**C**) Bubble plots show 24 enriched statistically significant Hallmark gene sets in *Gata6^STOP/+^* vs. control and *Mib1^V943F/+^ Gata6^+/STOP^* vs. control contrasts by Gene Set Enrichment Analysis (GSEA). Negative logarithm of NOM *p*-value < 0.1 is represented by the size of the bubble (bigger is more significant). Normalized enrichment score (NES) is color-coded from positive (red) to negative (blue). Low-color density bubbles represent the Hallmark gene set categories that are not statistically significant in this specific comparison. (**D**) Gene enrichment profiles for the “EMT” gene set in the comparison of *Gata6^STOP/+^* (NOM *p*-value = 0.0590; NES = −1.28) and *Mib1^V943F/+^ Gata6^+/STOP^* (NOM *p*-value = 0.0001; NES = 2.02). The expression intensity is plotted on a scale from red (upregulated) to blue (downregulated). (**E**) H&E staining on aortic valve and ventricular chamber sections in controls *Notch1^KO/+^*, *Gata6^STOP/+^*, and *Gata6^STOP/+^; Notch1^KO/+^* mice at E16.5. The asterisk (*) indicates the position of the leaflets. Arrowheads indicate VSD. rv, right ventricle. lv, left ventricle. (**F**) Quantification of BAV and VSD percentages, respectively. Statistical significance was determined by the Chi-Square test.

## Data Availability

Data are deposited in the NCBI GEO database under accession number GSE264238. The following secure token has been created to allow reviewer access while it remains in private status: wnahkyewzluprmd.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/jcdd11070223/s1.

How the deposited data were processed for this re-analysis (not part of the article)

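RNA-seq of E11.5 OFT from *Mib1 V943F/+ Gata6 +/STOP* and control embryos was the only experiment of the paper whose data were analysed here. The samples of the *Gata6 STOP/+* mutant and its controls, the crosses, the histology and the quantitative PCR were not analysed here. The groups were the 4 libraries labelled control and the 4 labelled *Mib1 V943F/+ Gata6 +/STOP*, as the sample labels give them, and all 8 entered every comparison. They are called control-labelled and mutant-labelled, since the level of *Gata6* RNA does not separate them. The number of individuals per pool differs between the sample labels (3 individuals) and the paper (4 pairs of OFT), so it is not known how many embryos stand behind a library.

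According to the paper, the authors removed adapters with cutadapt 1.18, quantified reads of 60 bp with RSEM 1.2.3 over GRCm38 with the Ensembl genebuild, kept genes with 1 CPM in at least 3 samples, and normalized by the TMM method in edgeR 3.32.1 on R 4.0.3. The values deposited by the authors are CPM of the library size times the TMM factor, with column sums between 983361 and 1016347. The table holds 14608 genes with 1 column per library, and 0 columns were left out. Every gene had at least 1 CPM in at least 4 samples, so the filter of the paper removes nothing further. Of the genes, 13 had no symbol, 17 shared a symbol with another gene, and 14600 were found by their identifier in the annotation of GRCm38.

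Each column is a whole number of reads times a constant, and the constant is given by the raw and normalized values of Table S3. In the 994 of 14608 genes that the copy of Table S3 held, the recovered reads equalled the raw reads for 994 genes in each of the 8 libraries, and 100% of the values of the table were whole reads. The reads on listed genes were 28212669, 10669420, 24833953 and 25963535 in control replicates 1 to 4 and 21064242, 27194966, 30469165 and 26142501 in mutant-labelled replicates 1 to 4. The smallest step of the scale, 1 read, was 0.0948 CPM in control replicate 2 and between 0.0325 and 0.0467 CPM in the other libraries. Between replicates, the chi-square per gene ran from 6.67 to 33.7, so no library was a copy of another. The highest values, 30.8, 31.4 and 33.7, were those of mutant-labelled replicate 2 against the other mutant-labelled libraries. Those differed from each other by 9.38 to 12.4. Mutant-labelled replicate 2 also had the lowest array weight in limma, 0.308, with control replicate 2 next at 0.518, so it stood apart from its group. Taken over all genes, the spread between replicates exceeded counting error, which was not examined apart for genes with few reads. The common biological coefficient of variation was 0.123.

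The tests were written down before the data were examined, except those stated below to be chosen after values or results were seen. Before the data were examined means before the deposited table was read but with the first part of Table S3 in view. The gene lists and the alternatives were also written down before, except a GC correction and the exact test of edgeR, which were added after seeing the data. Differential expression was tested with lmFit and eBayes with a trend in limma 3.58.1 on R 4.3.3, on log2(CPM + 0.5), with Benjamini-Hochberg adjustment and a threshold of 0.05. An exact permutation test over the 70 relabellings of 4 against 4 was run for single genes and for list scores, and its p-values are given unadjusted. With Benjamini-Hochberg adjustment of the score p-values, the lowest was 0.0810 over the process lists and 0.157 over the lists of cell type markers. For differences between pairs of marker lists the lowest adjusted value was 0.444. The named genes follow a rule: the genes the paper names (*Gata6*, *Mib1*, *Notch1*, *Gata4*, *Tbx5* and *Nkx2-5*), the 5 largest rises, the 5 largest falls and the 3 smallest adjusted p-values in each direction among genes past the threshold whose groups do not overlap, and up to 3 genes past the threshold of each list. Since limma left no gene past the threshold, the rule was applied to the DEGs of the likelihood ratio test, a step chosen after the limma result was seen. A few genes that the rule selected are not reported here, and no others were taken in their place.

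The Hallmark sets and the IPA categories were not used here. In their place, 17 process lists and 11 lists of cell type markers were typed, with the first part of Table S3 in view. The process lists are EMT, cushion EMT regulators, myogenesis, oxidative phosphorylation, glycolysis, fatty acid metabolism, the G2M checkpoint, protein secretion, NOTCH signalling, NOTCH targets, TGF beta signalling, cardiogenesis, cardiac contractility, intercellular junctions, bone mineralization, fibrosis and mesenchymal cell proliferation. The marker lists are cardiomyocytes, endocardium and endothelium, cushion mesenchyme, smooth muscle, epicardium, second heart field and pharyngeal mesoderm, neural crest with glia and neurons, pharyngeal endoderm and epithelium, erythroid cells, macrophages and sex-linked genes. Lists were tested with camera of limma at a preset correlation of 0.01, adjusted over the lists of the same kind. Genes within 5 Mb of *Mib1* or *Gata6* were compared with all others by Fisher's exact test.

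The alternatives for the genes were pseudocounts of 0.1 and 2, no filter, a mean of at least 5 CPM, median-of-ratios scaling, quantile normalization, array weights, a replicate block, leaving out each library in turn, and tests on the recovered reads: the quasi-likelihood test, the likelihood ratio test and the exact test of edgeR 4.0.16, DESeq2 1.42.0 and limma-voom. For the lists, camera with an estimated correlation, fry, preranked GSEA with fgsea 1.28.0, the nearest Reactome sets and the EMT list without muscle genes were added. Windows of 2 Mb and 20 Mb replaced 5 Mb. The GC correction removed from each library its lowess trend (span 0.3) of log2 deviations against the GC content of the longest transcript, known for 99.9% of the genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

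The tests were tested on simulated data of 14608 genes with 200 changed genes. Of the calls, 3.92% were false in limma, 3.87% in the quasi-likelihood test, 13.6% in the likelihood ratio test, 13.2% in the exact test, 11.5% in DESeq2 and 1.99% in limma-voom. Of the genes changed 2-fold, limma found 90% and the likelihood ratio test 94%, and of those changed by a log2 of 0.5 they found 57% and 71%. A list raised by a log2 of 0.3 had an adjusted p-value of 2.4e-36 in camera, and 0 of 20 unchanged lists passed. The simulated genes were independent of each other, so this does not carry over to the real lists, whose estimated correlations reached 0.350. Among the 34 other splits of the real libraries, the unadjusted p-value in camera was under 0.05 in 18 for EMT, 25 for myogenesis and 22 for oxidative phosphorylation.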

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

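The tests of the sex of the pools were chosen only after the values were seen. Directions rest on the sample labels, which the *Gata6* RNA level does not separate.

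In 150 groups of 4 values (single genes or list scores in the libraries of one label), a library was looked for whose distance to the nearest other library, divided by the range of the group, was above Dixon's 95% critical value for 4 values. This held in 10 groups, and 7.5 are given by chance. The 10 were *Gata4* in control replicate 2 at 420.2 CPM, *Nkx2-5* in mutant-labelled replicate 2 at 65.2 CPM, *Hpcal4* in mutant-labelled replicate 1 at 9.20 CPM, *Ntrk2* in mutant-labelled replicate 2 at 16.7 CPM, *Acacb* in control replicate 4 at 58.1 CPM, *Isl1* in mutant-labelled replicate 1 at 59.2 CPM, *Tln2* in mutant-labelled replicate 2 at 101.1 CPM, *Clmp* in mutant-labelled replicate 1 at 85.3 CPM, the glycolysis score in mutant-labelled replicate 1 at -0.114 and the score of neural crest, glia and neurons in control replicate 4 at 0.0939. They are spread over 4 libraries, and their number is close to the number from chance, so no further explanation was tested for them.

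The text of the paper does not discuss genes of the sex chromosomes. *Xist*, which is transcribed from the inactive X chromosome of females, was at 0.847 CPM in control replicate 3 and 1.99 CPM in mutant-labelled replicate 2, and between 127 and 409 CPM in the other 6 libraries. The mean of 4 Y-linked genes (*Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*) was highest in the same libraries, at 50.3 CPM in control replicate 3 and 57.1 CPM in mutant-labelled replicate 2, and at most 38.7 CPM in the others. The lower of these means was 1.30 times the highest of the others, a value that pools of male embryos only require and that could have come out below 1. A candidate explanation is therefore that these 2 pools held male embryos only, and the other 6 embryos of both sexes. There was 1 such library in each group. Between the groups, *Xist* had a log2 fold change of 0.62 (adjusted p = 0.903 in limma with Benjamini-Hochberg adjustment) and the Y-linked genes had log2 fold changes from -0.08 to 0.01 (adjusted p of at least 0.897), so no difference in sex was found, while a small one is not excluded with 4 pools per group. Depth does not explain *Xist* near 0, since 1 read was 0.0403 and 0.0368 CPM in these libraries and the library with the fewest reads, control replicate 2, had 127 CPM. How the embryos were assigned to pools was not tested.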

How the results depend on the processing

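The GC correction and the exact test of edgeR were chosen only after the data were seen. Directions rest on the sample labels. The p-values of lists are adjusted by the Benjamini-Hochberg method over lists of the same kind, and come from camera of limma unless fry is named.

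The number of DEGs was 0 in limma and stayed 0 with either other pseudocount, without a filter, over the 11651 genes with a mean of at least 5 CPM, with median-of-ratios scaling, quantile normalization, a replicate block, the quasi-likelihood test, limma-voom, the GC correction and in all 8 fits that left out 1 library. With a replicate block, 1304 genes had an unadjusted p-value under 0.05, against 1763 without it, and the same 14 process lists passed. Of the marker lists 3 passed with the block, the third being neural crest, glia and neurons (0.0415, against 0.0969 without it). Libraries that share a replicate number had correlations of their deviations from the group means between -0.185 and 0.0349, so no deviation shared by number was seen. The deposited description speaks of pairs of samples, and low correlations do not show that the libraries were not collected in pairs. The lack of a filter changes nothing by construction, since the table was already filtered. Array weights gave 2 DEGs (*Ntrk2* and *Lrrc10*), the likelihood ratio test 107, the exact test of edgeR 108 and DESeq2 192. The likelihood ratio test and the exact test shared 107 genes, and the exact test and DESeq2 102. In simulated libraries 13.6% of the calls of the likelihood ratio test were false against a threshold of 5%. There limma made 153 calls and the likelihood ratio test 191, so this error rate leaves the 0 of limma unexplained. The number of genes at an unadjusted p-value under 0.05 ran from 1121 (without control replicate 2) to 2163 (without control replicate 4), and was 1172 without control replicate 3.

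Among 43 genes named by the rule, the side of the threshold changed for 40 in the likelihood ratio test and in the exact test, for 37 in DESeq2 and for 2 with array weights, each time from above to below 0.05, and for 0 in the other alternatives. Apart from genes that the paper names, these genes were chosen as DEGs of the likelihood ratio test. The change of side in that test is therefore set by the choice. The log2 fold change of *Mib1* reversed to -0.012 with the GC correction. That of *Notch1* reversed to 0.014 with array weights, and ran from -0.15 to 0.015 when 1 library was left out, with the positive value without mutant-labelled replicate 2. The cause was not tested. The number of DEGs within 5 Mb of *Mib1* or *Gata6* was 0 in each of these settings, and 0 in limma with windows of 2 Mb and 20 Mb, where the likelihood ratio test gave 1 within 20 Mb.

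Of 17 process lists, 14 passed in camera, 14 in preranked GSEA, 5 in fry and 0 in camera with an estimated correlation. In preranked GSEA, which the 14 lists of camera passed, the adjusted p-values were 3.1e-04 for EMT, 7.1e-05 for bone mineralization, 0.00410 for protein secretion, 0.00695 for TGF beta signalling, 0.00697 for mesenchymal cell proliferation, 0.00831 for fibrosis, 0.00833 for cushion EMT regulators and intercellular junctions, 0.0646 for NOTCH targets, 0.181 for the G2M checkpoint and 0.237 for NOTCH signalling. With the estimated correlation the adjusted p-values were 0.424 for EMT, 0.266 for cushion EMT regulators, 0.250 for TGF beta signalling, cardiogenesis, intercellular junctions and mesenchymal cell proliferation, 0.240 for bone mineralization and fibrosis, 0.458 for protein secretion, 0.0859 for oxidative phosphorylation and 0.0842 for myogenesis, glycolysis, fatty acid metabolism and cardiac contractility. With fry they were 0.326 for EMT, 0.243 for cushion EMT regulators, 0.157 for TGF beta signalling and bone mineralization, 0.177 for cardiogenesis, 0.140 for fibrosis, 0.152 for intercellular junctions, 0.215 for mesenchymal cell proliferation and 0.333 for protein secretion. With fry and the GC correction together, bone mineralization passed (0.0442) and the other lists of this row of fry values did not. NOTCH targets passed as well (0.0115), and NOTCH signalling did not (0.0549). The nearest Reactome set for EMT, extracellular matrix organization, gave 0.376. The nearest sets for myogenesis (5.7e-06), oxidative phosphorylation (2.3e-20), glycolysis (3.1e-05) and fatty acid metabolism (1.7e-04) were lower and passed. Those for the G2M checkpoint (0.722) and NOTCH signalling (0.330) did not pass. The list of mesenchymal cell proliferation gave 0.0716 over genes with a mean of at least 5 CPM. Protein secretion gave 0.0968 with array weights and 0.490 with the GC correction, and the G2M checkpoint reversed to lower with the GC correction (0.853). NOTCH targets, at 0.0588 in camera, passed over genes with a mean of at least 5 CPM (0.0194), with array weights (0.0147), the quasi-likelihood test (0.0330), the likelihood ratio test (0.0265), DESeq2 (0.0263), limma-voom (0.0498), the GC correction (0.0114) and the exact test of edgeR (0.0289). NOTCH signalling, at 0.810 in camera, was at 0.0691 with the GC correction. The cause was not tested, apart from the GC trend, whose removal is the construction of that alternative.

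Leaving out 1 library, the number of process lists past the threshold ran from 8 (without mutant-labelled replicate 3 or 4) to 14, with 9 without control replicate 1. The adjusted p-values of lists that changed side or direction ran from 2.9e-05 (without mutant-labelled replicate 1) to 0.157 (without mutant-labelled replicate 3) for EMT, from 1.2e-04 (without mutant-labelled replicate 2) to 0.157 (without mutant-labelled replicate 3) for cushion EMT regulators, from 7.4e-04 (without mutant-labelled replicate 1) to 0.0791 (without mutant-labelled replicate 3) for TGF beta signalling, and from 5.9e-05 (without mutant-labelled replicate 2) to 0.0791 (without mutant-labelled replicate 3) for bone mineralization. They ran from 4.8e-04 (without mutant-labelled replicate 1) to 0.0965 (without mutant-labelled replicate 3) for fibrosis, from 0.00517 (without control replicate 2) to 0.142 (without control replicate 1) for intercellular junctions, from 5.2e-04 (without mutant-labelled replicate 2) to 0.115 (without mutant-labelled replicate 3) for mesenchymal cell proliferation, and from 7.6e-04 (without mutant-labelled replicate 1) to 0.205 (without mutant-labelled replicate 2) for protein secretion. For NOTCH targets they ran from 0.0239 (without mutant-labelled replicate 2) to 0.156 (without mutant-labelled replicate 3), and for NOTCH signalling from 0.261 (without mutant-labelled replicate 2) to 0.907 (without control replicate 1), with the direction reversed without control replicate 4 or mutant-labelled replicates 1 or 3. Myogenesis, oxidative phosphorylation, glycolysis, fatty acid metabolism, cardiogenesis and cardiac contractility kept their direction and stayed below 0.05 in all 8 of these fits.

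Of 11 marker lists, 2 passed in camera, 4 with array weights, DESeq2 or preranked GSEA, 5 with the likelihood ratio test or the exact test of edgeR, and 0 with an estimated correlation, and from 2 to 6 (without mutant-labelled replicate 2) when 1 library was left out, with 5 without control replicate 2 and 4 without control replicate 4. The list of sex-linked genes, whose members move in opposite directions with sex, reversed in direction in the quasi-likelihood test (0.919), the likelihood ratio test (0.895), DESeq2 (0.898) and the exact test of edgeR (0.896), and ran from 0.140 (without mutant-labelled replicate 2) to 0.849 (without control replicate 2), reversed without control replicate 3 or mutant-labelled replicates 3 or 4. The epicardium list reversed with array weights (0.237) and without control replicate 1 or mutant-labelled replicate 2, and ran from 0.0272 (without mutant-labelled replicate 2) to 0.866 (without control replicate 2). The erythroid list reversed with array weights (0.593) and without mutant-labelled replicate 1 or 2, and ran from 1.0e-06 (without mutant-labelled replicate 4) to 0.997 (without mutant-labelled replicate 1). The cause was not tested.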

Differences from the paper's values

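No test was chosen after these differences were seen, apart from the exact test of edgeR and the GC correction, which were added after the data were seen. The values of this re-analysis rest on the sample labels.

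The paper reports 102 DEGs, 34 of them upregulated and 68 downregulated, and limma gave 0 DEGs, 0 higher and 0 lower, with 1763 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the likelihood ratio test of edgeR came within 1.5 times the paper's numbers in either direction, with 107 DEGs, 26 higher and 81 lower. DESeq2, with 46 higher, came within 1.5 times the paper's 34 for this direction only, and gave 192 DEGs and 146 lower. The exact test of edgeR, chosen after seeing the values, also came within 1.5 times, with 108 DEGs, 27 higher and 81 lower. Of the other alternatives with all 8 libraries none did, and array weights alone gave any DEG (2). In the fits of the likelihood ratio test that left out 1 library the number of DEGs ran from 24 to 209, and the totals of 89, 142 and 144 (without mutant-labelled replicates 2, 1 and 4) were within 1.5 times the paper's. In the first part of Table S3, which the copy used here holds, the paper's own adjusted p-values are under 0.05 for 103 genes, 28 higher and 75 lower.

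The paper states that *Gata6* mRNA in the *Mib1 V943F/+ Gata6 +/STOP* mutant is 50% by quantitative PCR. In the RNA-seq libraries labelled with this genotype it was at 94.7% of the control-labelled libraries (log2 fold change -0.08), and none of the alternatives set before the data were examined closed the gap.

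For *Hecw1*, Table S3 gives a log2 fold change of 1.07 as the paper's value, against 0.72 here. A pseudocount of 0.1 (0.96), the quasi-likelihood test (1.07), the likelihood ratio test (1.07), DESeq2 (1.07) and limma-voom (1.03) came within it, as did the exact test of edgeR (1.07), chosen after seeing the values, and the other alternatives did not. For *Ftcd*, Table S3 gives -1.33 as the paper's value, against -0.98 here. A pseudocount of 0.1 (-1.30), the quasi-likelihood test (-1.33), the likelihood ratio test (-1.33), DESeq2 (-1.34) and limma-voom (-1.40) came within it, as did the exact test of edgeR (-1.33), chosen after seeing the values, and the other alternatives did not. These were the 2 of 40 named genes in the copy of Table S3 whose log2 fold change differed from that of the paper by more than the standard error. The likelihood ratio test called *Hecw1*, *Hgf*, *Sdhc*, *Eno3* and *Myh7* (adjusted p = 0.0298, 0.0414, 0.0426, 0.0247 and 0.00798 with Benjamini-Hochberg adjustment), for which the paper's adjusted p-values in Table S3 are 0.0795, 0.0669, 0.0781, 0.0528 and 0.0602.

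The highest log2 fold change of any gene is about 7.1 in Fig. 2A, read by eye, as the paper's value, against 3.08 here, and none of the alternatives set before the data were examined closed the gap, the closest being limma-voom with 4.69. The lowest is about -4.5 in Fig. 2A, read by eye, against -2.09 here. With limma-voom it was -4.25, and the other alternatives did not close this gap. The DEGs of the likelihood ratio test had log2 fold changes from -1.33 to 1.07, while Fig. 2A marks genes beyond this range as DEGs. Over all genes the log2 fold changes of that test ran from -1.83 to 2.63. *Hecw1* and *Ftcd*, the DEGs at the ends of the range from -1.33 to 1.07, have the same log2 fold changes in Table S3, 1.07 and -1.33. For these genes the likelihood ratio test thus does not differ from the paper's own table. Whether the figure is on the scale of Table S3 and of these values was not tested, so the cause of the gaps stays open.

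The paper describes EMT as enriched in the *Mib1 V943F/+ Gata6 +/STOP* mutant. The typed EMT list was higher in camera (adjusted p = 0.0190 with Benjamini-Hochberg adjustment) and in preranked GSEA (3.1e-04), the closest to the GSEA of the paper, and not past the threshold in fry (0.326), with an estimated correlation (0.424) or in the nearest Reactome set (0.376). The paper names the G2M checkpoint among the enriched sets, and the typed list did not pass in camera (0.130) or preranked GSEA (0.181) and was lower with the GC correction (0.853), chosen after seeing the data. The paper names protein secretion among the enriched sets, and the typed list passed in camera (0.0164) and preranked GSEA (0.00410), but not with the GC correction (0.490) or array weights (0.0968). The paper names bone mineralization, fibrosis and proliferation of mesenchymal cells as enriched and cardiogenesis and intercellular junctions as depleted. These typed lists had the same directions and passed in camera and preranked GSEA, but did not pass with fry. Once the GC trend was removed, bone mineralization passed with fry (0.0442), and the other lists of this group did not.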

Other observations

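The tests of the GC trend against depth, sex and genotype, the tests of pairs of marker lists against each other, the spread of the cardiomyocyte markers without *Nppa*, the test for mislabelled samples, the splits of the Reactome sets and the GC test of protein secretion were chosen only after the result was seen. All directions rest on the sample labels.

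The 35 splits of the 8 libraries into groups of 4 were each tested like the split by label. For genes at an unadjusted p-value under 0.05 in limma, 1 of the 35 splits, the split by label, gave as many as its 1763, while the other 34 had a median of 530.5 and a highest count of 1580. For the likelihood ratio test it was also 1 of 35, with 107 DEGs against a median of 1 and a highest count of 33 in the other splits. The number of process lists past the threshold in camera was reached by 2 of the 35 splits, the other being control replicates 1, 3 and 4 with mutant-labelled replicate 2 against the rest, and the median of the other splits was 6 lists. With fry, the split by label gave 5 process lists and no other split more than 1. The number of marker lists was reached by 30 of the 35 splits. A p-value in camera as small as in the split by label was given by 15 of 35 splits for EMT, by 1 for myogenesis, by 1 for oxidative phosphorylation and by 3 for the second heart field and pharyngeal mesoderm. The lists were typed with the p-values of Table S3, which come from the split by label, in view, so a low count is partly built in, and an effect and a random grouping cannot be told apart for the typed myogenesis and oxidative phosphorylation lists. Of the nearest Reactome sets, which were not typed, respiratory electron transport had a p-value in camera as small in 1 of the 35 splits and muscle contraction in 2, though these processes were chosen because the paper names them. A random grouping of the libraries is thus argued against for the genes. For the Reactome set of respiratory electron transport the count does not decide it, since the paper named oxidative phosphorylation from these same libraries. A random grouping also stays open for the Reactome set of muscle contraction, EMT, the number of lists and the second heart field markers.

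For the gap between 0 DEGs in limma and 107 in the likelihood ratio test, the error rate of the latter was examined. In simulated libraries 13.6% of its calls were false. There limma made 153 calls, 6 of them false, and the likelihood ratio test 191, 26 of them false. The same error rate thus came with many calls in limma, so it leaves the 0 of limma in the real libraries unexplained. The simulated genes were independent of each other, so the simulation cannot decide how many of the 107 calls are false. False calls are not enough for all of the 107, since no other split of the libraries gave more than 33.

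The libraries differed in how their log2 deviations followed the GC content of the transcripts. The slopes in log2 per 10 points of GC were -0.04, 0.21, 0.10 and -0.05 in control replicates 1 to 4 and -0.02, -0.18, 0.02 and -0.05 in mutant-labelled replicates 1 to 4. The first principal component held 34.0% of the variance, with control replicate 2 (-31.3) and mutant-labelled replicate 2 (30.0) at its ends, and 28.9% after the GC trend of each library was removed. Across genes, which are not independent replicates, its loadings had a Spearman correlation of -0.59 with GC content, and the limma statistic one of -0.48. Over the 8 libraries, slope and reads had a Pearson correlation of -0.69 (permutation p = 0.0793) and a Spearman correlation of -0.45 (permutation p = 0.267), 1 relation having been examined. Without the 2 libraries farthest from the median depth the Pearson correlation was -0.118, so it rests on those libraries, and depth and the other sources of the trend cannot be told apart with 8 libraries. The sex of the pools is argued against, since the 2 libraries with almost no *Xist* had slopes of opposite sign, -0.179 in mutant-labelled replicate 2 and 0.105 in control replicate 3. Genotype cannot be told apart from chance as the source (exact permutation p = 0.229), since the slopes of the groups overlap and 4 libraries per group are few. When the 4 libraries with the lowest slopes, 2 of them mutant-labelled, were set against the other 4, 1580 genes had an unadjusted p-value under 0.05, 4 genes passed the likelihood ratio test and 2 process lists passed camera.

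The GC trend was tested as the source of the list results by removing it from each library. The adjusted p-values in camera were then 1.5e-04 for EMT, 6.4e-26 for myogenesis, 4.4e-37 for oxidative phosphorylation, 3.5e-16 for fatty acid metabolism, 2.8e-09 for glycolysis and 1.3e-05 for the second heart field and pharyngeal mesoderm, with Benjamini-Hochberg adjustment. This argues against the GC trend as the whole cause in these lists. For protein secretion the value became 0.490, so the GC trend is a candidate explanation for that list. Control replicate 2 had the fewest reads, and without it the adjusted p-values in camera were 4.8e-29 for myogenesis and 0.00451 for EMT, which argues against its depth as their cause.

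Among the marker lists, cardiomyocytes were lower (camera, adjusted p = 3.1e-18 with Benjamini-Hochberg adjustment; fry, 0.00785; estimated correlation, 0.0968) with all 20 genes lower, of which 14 are in the copy of Table S3, 20 in another list and 20 above 1 CPM in all control-labelled libraries. Their most abundant genes were *Myh7* (10362 ± 634 CPM in the control-labelled and 7915 ± 650 CPM in the mutant-labelled libraries, SD, n = 4 each), *Actc1* (6244 ± 567 and 4961 ± 422 CPM) and *Ttn* (2487 ± 399 and 2069 ± 135 CPM), and *Myl3* was at 1304 ± 98.6 and 1004 ± 45.2 CPM. The markers of the second heart field and pharyngeal mesoderm were higher (camera, adjusted p = 1.4e-05 with Benjamini-Hochberg adjustment) in 13 of 14 genes found, 7 of them in the copy of Table S3, 6 in another list and 13 above 1 CPM in all control-labelled libraries, but not in fry (0.0791) or with an estimated correlation (0.203). Their most abundant genes were *Tcf21* (36.3 ± 6.09 and 38.0 ± 6.89 CPM) and *Isl1* (29.2 ± 3.44 and 46.2 ± 8.79 CPM). A lower share of cardiomyocytes in the dissected tissue is a candidate explanation for the lower myogenesis list. If cardiomyocytes alone were fewer, the markers of every other cell type would rise alike. If the shares of other tissue changed as well, they need not rise alike, and this was not tested. The difference between the second heart field and the endothelial scores was 0.54 higher in the mutant-labelled libraries (exact permutation p = 0.0571). The difference between the smooth muscle and the endothelial scores was 0.131 ± 0.0513 in the mutant-labelled and -0.131 ± 0.0940 in the control-labelled libraries (SD, n = 4 each) without overlap (exact permutation p = 0.0286), which speaks against a lower share of cardiomyocytes alone as the whole cause. Measured in standard errors (4.88) it is the widest of the 28 pairs of 8 other cell types, and it is the only pair without overlap, but 4 of the 35 splits of the libraries had some pair as far apart in standard errors, so it does not decide it. The log2 fold changes of the cardiomyocyte markers ran from -2.09 (*Nppa*) to -0.12 (*Myl7*), and their SD of 0.407 was larger than the 0.202 that 1 factor for all of them gives in the median split, without passing a permutation test (exact permutation p = 0.143). This spread comes from *Nppa* alone. The other 19 markers ran from -0.56 to -0.12 with an SD of 0.0940, against 0.0976 for 1 factor (exact permutation p = 0.543). A lower share of cardiomyocytes and a lower expression per cell therefore cannot be told apart, with 4 libraries of pooled tissue per group. An effect of the genotype stays open and was not tested apart from these.

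The other 9 marker lists did not pass in camera with Benjamini-Hochberg adjustment. Endocardium and endothelium were lower (0.151; *Eng* 198 ± 17.5 and 169 ± 24.0 CPM), and passed without control replicate 4 (0.0227). Cushion mesenchyme was higher (0.151; *Col3a1* 1882 ± 141 and 2096 ± 337 CPM), and passed without mutant-labelled replicate 1 (0.0170). Smooth muscle was higher (0.151), and its scores separated the groups (0.0828 ± 0.0280 against -0.0828 ± 0.0364, SD, n = 4 each, exact permutation p = 0.0286). It passed in fry (0.0253), with the GC correction (0.00656), array weights (0.0157), preranked GSEA (0.0421), the likelihood ratio test (0.0483), the exact test of edgeR (0.0490) and DESeq2 (0.0497), and without control replicate 2 (0.0439) or mutant-labelled replicate 2 (0.0185). It held *Acta2* (1548 ± 151 and 1524 ± 199 CPM) and *Rgs5* (243 ± 22.2 and 362 ± 58.1 CPM, adjusted p = 0.142 in limma and 0.00142 in the likelihood ratio test). Neural crest, glia and neurons were higher (0.0969). This list passed with array weights (0.00848), the exact test of edgeR (0.0413), a replicate block (0.0415), preranked GSEA (0.0421), the likelihood ratio test (0.0429) and DESeq2 (0.0497). It also passed without control replicate 2 (0.0439), control replicate 4 (0.0303) or mutant-labelled replicate 2 (0.00729), and held *Stmn2* (12.6 ± 2.21 and 19.1 ± 3.83 CPM). Epicardium was higher (0.790; *Upk3b* 172 ± 23.8 and 187 ± 43.5 CPM), and passed as lower without mutant-labelled replicate 2 (0.0272). Pharyngeal endoderm and epithelium were higher (0.452, with 3 of 14 genes found, so this test is void). Erythroid cells were higher (0.249; *Hbb-y* 1104 ± 282 and 1470.0 ± 762 CPM), and passed in the likelihood ratio test (0.0397), the exact test of edgeR (0.0413) and the quasi-likelihood test (0.0469), and without control replicate 2 (0.0439) or mutant-labelled replicate 4 (1.0e-06). Macrophages were lower (0.355; *Csf1r* 18.9 ± 1.28 and 19.4 ± 4.48 CPM), and passed without mutant-labelled replicate 2 (0.00877). The list of sex-linked genes was lower (0.885), a void test, since *Xist* and the Y-linked genes move in opposite directions with the sex of a pool.

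The alleles of *Mib1* and *Gata6* lie on chromosome 18. Within 5 Mb of either gene, 0 of 39 genes passed in limma and 4 had an unadjusted p-value under 0.05 (10.3%, against 12.1% of all other genes, Fisher's exact test, p = 1). They were *Thoc1* (log2 fold change 0.22), *Impact* (0.30), *Rbbp8* (0.25) and *Aqp4* (-0.30), named after their values were seen. Of the 35 splits of the libraries, 5 gave as many. Within 2 Mb, 3 of 23 genes had such a p-value, and within 20 Mb 9 of 78.

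*Gata6* RNA was not halved in the mutant-labelled libraries. A mislabelling of samples was tested as a candidate explanation. If some of the 8 libraries came from *Gata6* heterozygotes with halved RNA and others from controls, the lowest library would be at close to 0.5 times the highest, and the lowest *Gata6* value was 0.750 times the highest. This shows no mix of libraries with wholly halved and libraries with full RNA. Pools that held embryos of both genotypes would lie in between and are not excluded. A set of 8 libraries of 1 genotype would give the same ratio. Libraries all of 1 genotype would make the labels a random grouping, which the 107 DEGs of the likelihood ratio test, against at most 33 in any other split, argue against. Groups of 1 genotype that differ in another way, such as by litter or collection, would still give both values, so mislabelled samples and a true lack of halving cannot be told apart. Whether the RNA of the mutant allele is stable was not tested.

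Other genes that the paper names did not pass in limma with Benjamini-Hochberg adjustment. *Notch1* was at 133 ± 8.25 CPM in the control-labelled and 125.7 ± 19.1 CPM in the mutant-labelled libraries (SD, n = 4 each, log2 fold change -0.09, adjusted p = 0.721), and its log2 fold change was 0.015 without mutant-labelled replicate 2. *Gata4* was at 358 ± 42.0 and 329 ± 33.5 CPM (log2 fold change -0.12, adjusted p = 0.603). *Tbx5* was at 17.0 ± 3.08 and 13.0 ± 5.30 CPM (log2 fold change -0.45, adjusted p = 0.456). *Nkx2-5* was at 107 ± 16.9 and 78.0 ± 8.55 CPM (log2 fold change -0.45, adjusted p = 0.228, exact permutation p = 0.0286), with all 4 mutant-labelled libraries below all control-labelled libraries, and its adjusted p-value was 0.0247 in the likelihood ratio test and 0.0148 in DESeq2. With the GC correction the log2 fold changes were -0.005 for *Notch1*, -0.028 for *Gata4*, -0.42 for *Tbx5* and -0.27 for *Nkx2-5*.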
